A study of Homo sapiens with 6 samples.

How the data were processed

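RNA was measured in A375 cells, an established human melanoma cell line. The cells had been stained with Aldefluor, a fluorescent stain for the activity of aldehyde dehydrogenases (ALDH). They were sorted into the 5% with the highest and the 5% with the lowest signal. The labels give 3 libraries for the highest (ALDH_High) and 3 for the lowest (ALDH_Low), each numbered 1 to 3. Per the labels' protocols, stranded mRNA libraries (TruSeq) were made from total RNA. The aligner, the counting tool, the genome build and the annotation release are stated neither in the labels nor in the file headers.

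The authors deposited a table of whole-number counts for 57914 genes in the 6 libraries. These are estimated counts rounded to whole numbers and not numbers of whole reads, as read from the values themselves: in each library between 133 and 177 genes had a count of 0 beside a deposited TPM above 0. Over the 11869 genes with more than 50 counts in every library, the ratio of TPM to count deviated by at most 0.018 on the log2 scale from a product of a gene factor and a library factor. The design fixed before the data were examined assumed raw counts and provided for rounding of estimated counts, so the same test was used on them. The authors also deposited TPM values (transcript abundances corrected for length and scaled to a fixed total), which have the same sum in every library, with gene lengths that are not stated. Another part of the deposited table holds log2 coefficients, which per the file headers come from a DESeq2 model of 5 groups, each set against a group named 1A3. Libraries of 3 of those 5 groups were not analysed here, and 226 genes with several identifiers had shifted cells in that part and were left out of its use. Rows without a gene name but with an Ensembl identifier numbered 261, held between 0.0213% and 0.0267% of the counts of a library, and stayed in.

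Total counts per library lay between 26692868 and 37830603. A gene with 3 counts or fewer in every library of a group was treated as at the floor of that group, and its fold is given as a lower bound computed against 3 counts. These limits cover counting error only, since the reads carry no molecular identifiers. Genes were kept with edgeR's filterByExpr, which left 17047, scaled with TMM factors and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, quasi-likelihood F-test, two-sided) without the replicate number as a term. Adjusted p-values are Benjamini-Hochberg values over all genes tested, and 0.05 was the threshold. CPM values use TMM-scaled library sizes, except those given beside the white blood cell markers, which use total counts because some of these genes were too low to be tested. Standard errors are the log2 fold change divided by the square root of the F statistic. Values of single genes were also compared with an exact two-sided permutation test, whose smallest possible p for 3 against 3 libraries is 0.1.

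The 18 gene lists (ALDH family, neural crest stem, melanocytic pigment, undifferentiated mesenchymal, glycolysis, acetyl-CoA supply, oxidative phosphorylation, mitochondrial encoded, retinoic acid targets, ABC efflux pumps, S phase, G2 and M phase, immediate early and heat shock, hypoxia, amino acid and ER stress, NRF2 targets, cholesterol synthesis and type I interferon) were fixed before the data were examined. They were tested with camera in limma 3.58.1, with the correlation between genes preset at 0.01, and adjusted over the 18 lists. The direction given for a list is the sign of its median log2 fold change, a rule settled after the first results were seen; camera's own direction was the opposite for the melanocytic pigment, glycolysis and ALDH family lists, of which none passed. The genes named in the text follow a rule fixed at the same time: ALDH1A3 and the other ALDH family members; TFAP2B, SOX10 and MITF; the 5 higher and the 5 lower genes with the largest absolute log2 fold change among genes with an adjusted p below 0.05, a mean of at least 1 CPM, non-overlapping groups and a gene name in the deposited table; and the 3 members with the smallest p in the direction of each list past the threshold. Genes named outside this rule were chosen after their values were seen, and this is said where they appear. A detail on 1 gene is not reported here. Gene positions, transcript lengths and GC contents come from GENCODE 44 on GRCh38, matched by Ensembl identifier for 99.1% of the genes tested; the build behind the deposited counts is not stated, so these positions describe the annotation and not the authors' alignment.

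The alternatives fixed in advance were DESeq2 size factors and upper-quartile factors in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, the DESeq2 1.42.0 Wald test, and limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, or for all genes with a TPM above 0. For counts of genes, an absolute log2 fold change of at least 1 and an adjusted p below 0.01 were added, and for lists an estimated correlation, fry, and camera on log2(TPM + 1). Fold changes from TPM are on the log2(TPM + pseudocount) scale, which understates the change of low genes. Leaving out the genes of chromosomes 13, 18 and 20 was chosen after the data were seen. R 4.3.3 and matplotlib 3.10.9 were used.

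The edgeR step was tested on simulated counts for the 17047 genes, drawn from the measured means, library sizes and dispersions, with 200 genes changed by known folds. Over 5 draws, 86.0% of the changed genes were called, 100% of those in the right direction, and 4.77% of unchanged genes had an unadjusted p under 0.05. False calls made up 8.49% of all calls on average, from 5.59% to 13.1% by draw, which is above the nominal 5% in every draw. The test was first written with a single draw, which gave the 13.1% and missed the limit set for it, and the average over 5 draws was taken after that. Adjusted p-values were thus somewhat optimistic in the simulated data, and those printed here may be too. The simulation changed 200 genes, whereas 3513 were called in the data. The share of false calls depends on how many genes truly change, so the simulated share cannot be carried over to the data. Of 200 random lists, 4% had a camera p under 0.05; in these simulated data genes vary independently of each other, so that share says nothing about lists of co-regulated genes.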

Results

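Gene expression was profiled by RNA sequencing in A375 melanoma cells that had been sorted on Aldefluor fluorescence, to compare transcriptional states at the highest and lowest ALDH activity. The ALDH_High group held 3 libraries with total counts of 26692868, 34226461 and 33472915, and the ALDH_Low group held 3 with 37830603, 29733109 and 28027125. The 10 most abundant genes took between 4.89% and 5.42% of the counts of a library. No pair of libraries within a group agreed to within sampling noise: the chi-square statistic per degree of freedom lay between 13.5 and 56.1 for the 6 pairs within groups and between 94.5 and 128 for the 9 pairs between groups, so none was treated as a library deposited again. This excludes repeated sequencing of a library at most; that the libraries come from separate samples rests on the labels. The first principal component of log2 CPM carried 64.2% of the variance and separated the groups. The second carried 14.5% and separated ALDH_High library 1, at 49.1, from ALDH_High libraries 2 and 3, at -22.0 and -32.5. The labels give no date or batch that could be set against this.

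ALDH1A3, the gene named with the sort in the study's title (ENSG00000184254, chromosome 15, 100877714 to 100916626, GRCh38), had 973 ± 253 CPM in ALDH_High and 389 ± 39.4 CPM in ALDH_Low (SD, n = 3). The values were 683, 1149 and 1088 CPM in ALDH_High libraries 1, 2 and 3 and 345, 420 and 403 CPM in ALDH_Low libraries 1, 2 and 3. The log2 fold change of ALDH1A3 was 1.32 (SE 0.19, edgeR quasi-likelihood adjusted p 0.000734). All 3 ALDH_High values lay above all 3 ALDH_Low values, and an exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 libraries can give. ALDH_High library 1 lay nearest to the ALDH_Low group, and the fit without it gave a log2 fold change of 1.54, the highest of all alternatives tried. In the authors' deposited table, ALDH1A3 has a log2 coefficient of 1.66 for the high group and 0.32 for the low group, a difference of 1.34.

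Of the 19 ALDH family genes, 13 were expressed highly enough to be tested. ALDH1A3 and ALDH3B1 passed the threshold over all genes tested, 1 higher and 1 lower, and the counts were also 1 and 1 when adjusted over the list alone. ALDH3B1 (ENSG00000006534, chromosome 11, 68008578 to 68029282) was lower in ALDH_High, at 12.5 ± 1.38 against 33.6 ± 3.27 CPM (SD, n = 3; log2 fold change -1.43, SE 0.14, edgeR adjusted p 8.87e-05). For the other 11, adjusted p lay between 0.115 (ALDH4A1, log2 fold change 0.49) and 0.979 (ALDH9A1). ALDH4A1 passed under 1 alternative, the fit without a filter on low counts (0.50, edgeR adjusted p 0.0345, the lowest of 15 alternatives, which reached 0.291). That fit also gave ALDH1A3 an edgeR adjusted p of 2.67e-21, far below the main fit, so this pass carries little weight. The log2 fold changes of ALDH5A1 (0.025) and ALDH9A1 (0.0059) changed sign under upper-quartile scaling, to -0.023 and -0.043. ALDH1A1, ALDH1A2, ALDH1L1, ALDH3A1, ALDH3B2 and ALDH8A1 were too low to be tested, with at most 23 counts in any library. Of the summed TPM of the family, ALDH1A3 made up 53.0 ± 7.91% in ALDH_High and 30.7 ± 2.28% in ALDH_Low (SD, n = 3).

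**Figure D1:**
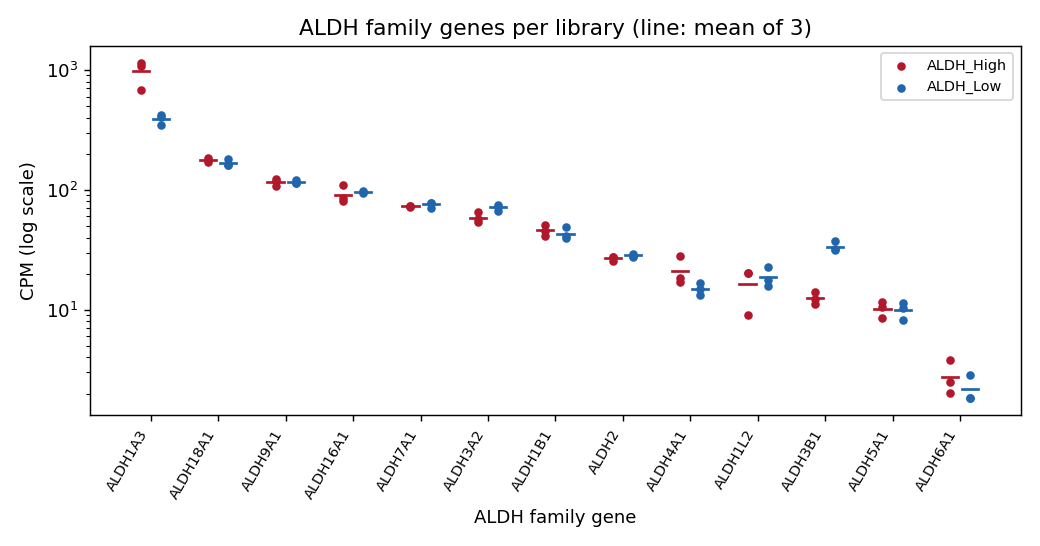
CPM (log scale) of the 13 ALDH family genes tested, with 1 point per library and a line at the mean of 3 libraries, ALDH_High in red and ALDH_Low in blue. The groups lie farthest apart for ALDH1A3 (973 against 389 CPM) and ALDH3B1 (12.5 against 33.6 CPM).

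Of 17047 genes tested, 3513 (20.6%) differed between ALDH_High and ALDH_Low at an adjusted p below 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), 1838 of them higher and 1675 lower in ALDH_High. An absolute log2 fold change of at least 1 was reached by 1958 of these, 1004 higher and 954 lower. The groups did not overlap in 6437 genes (37.8%), where chance gives 10%, and did not overlap in 3497 of the 3513. The alternative that raised the count most was the absence of a low-count filter, with 4466 genes, and the one that lowered it most was an adjusted p below 0.01, with 1930. Without the filter, edgeR adjusted p was 2.67e-21 for ALDH1A3 and 2.86e-257 for SERPINA3, at fold changes like those of the main fit. The main fit gave 0.000734 and 3.39e-05. The p-values and calls without the filter are therefore not on a par with the other edgeR fits, and the cause was not tested. Without ALDH_High library 2 the count of lower genes was 1073. The median log2 fold change of all genes tested was -0.013.

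**Figure D2:**
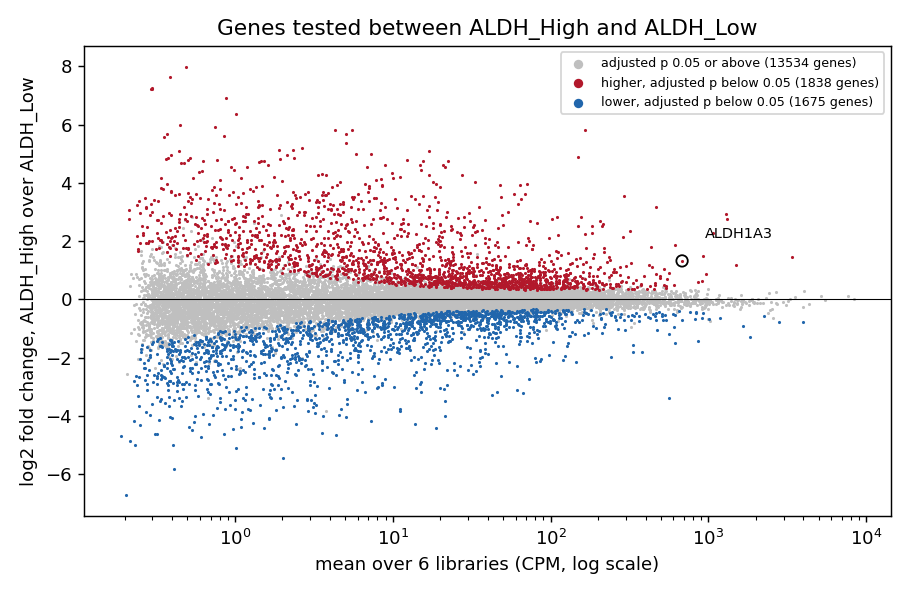
Log2 fold change of ALDH_High over ALDH_Low against the mean CPM over 6 libraries (log scale) for each of the 17047 genes tested, with 1838 higher genes in red, 1675 lower genes in blue and the others in grey. ALDH1A3 is circled.

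TFAP2B, SOX10 and MITF, transcription factors of the melanocyte lineage, all differed. TFAP2B (chromosome 6, 50818723 to 50847619) had 29.1 ± 9.93 CPM in ALDH_High and 1.29 ± 1.18 CPM in ALDH_Low (log2 fold change 4.45, SE 0.64, edgeR adjusted p 0.000900). SOX10 (chromosome 22, 37970686 to 37987422) had 670 ± 122 and 194 ± 18.3 CPM (1.79, SE 0.15, edgeR adjusted p 3.14e-05). MITF (chromosome 3, 69739456 to 69968336) had 13.04 ± 0.944 and 24.7 ± 6.62 CPM and was lower in ALDH_High (-0.92, SE 0.19, edgeR adjusted p 0.00667). The adjusted p of MITF was 0.109 in limma on log2(TPM + 1) without a TPM filter, the highest of 15 alternatives. The lowest was 4.10e-06, in the edgeR fit without a low-count filter, whose p-values are not on a par with the other edgeR fits. Without ALDH_Low library 1 the log2 fold change of TFAP2B was 5.34. All are SD with n = 3.

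Among the 2990 genes that met the naming rule, the largest rises were those of AL049839.2, SERPINA3, RXRG, SLC24A3 and ITIH6. SERPINA3 (ENSG00000196136, chromosome 14, 94612384 to 94624055) had 325 ± 37.3 CPM in ALDH_High and 5.82 ± 4.93 CPM in ALDH_Low (SD, n = 3; log2 fold change 5.83, SE 0.49, edgeR adjusted p 3.39e-05). AL049839.2 (chromosome 14, 94592058 to 94624646) spans SERPINA3 on the same strand, so its reads are uncertain; all ALDH_Low libraries were at or below 3 counts, and it was at least 21.1-fold higher in ALDH_High. RXRG had a log2 fold change of 5.82, SLC24A3 of 5.81 and ITIH6 of 5.69. SLC24A3 lies on chromosome 20, whose genes were higher in ALDH_High as a whole. The largest falls were those of AC015468.3, ADGRF4, BASP1, PLEKHA6 and AL353751.1. ADGRF4 was at least 20.3-fold lower, with all ALDH_High libraries at or below 3 counts. AC015468.3 had a log2 fold change of -5.45, BASP1 of -4.64 (0.321 ± 0.205 against 8.37 ± 2.40 CPM, SD, n = 3), PLEKHA6 of -4.57 and AL353751.1 of -4.41. AL353751.1 is annotated as antisense, and whether the counting used strand is not stated, so it is uncertain. Its value also rests on ALDH_High library 3, without which the ALDH_High counts left were at or below 3 and the fitted log2 fold change of AL353751.1 was -7.15. The log2 fold changes of SERPINA3 and SLC24A3 were 6.77 and 6.80 without ALDH_Low library 3.

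Of the 18 gene lists, 5 passed an adjusted p of 0.05 with camera at the preset correlation of 0.01. The G2 and M phase list was higher in ALDH_High, with a median log2 fold change of 0.64 over 30 genes (camera adjusted p 7.63e-12) and 20 genes higher and 0 lower over all genes tested, as well as adjusted over the list alone. CDK1 (1.66), UBE2C (1.76, on chromosome 20) and GTSE1 (1.05) had the smallest p. The neural crest stem list had a median of 2.11 over 15 genes (camera adjusted p 3.84e-07), with members on both sides: 9 higher and 2 lower over all genes, 9 and 3 adjusted over the list alone. RXRG, NES (2.71) and PLAT (2.14) had the smallest p. The median was 0.33 (camera adjusted p 0.00276, with 4.18e-12 to 0.378 over 15 alternatives) when only genes with at least 10 counts in every library were tested. The 4.18e-12 came from camera without a low-count filter. The mitochondrial encoded list was lower, with a median of -0.63 over 13 genes (camera adjusted p 0.00323), 7 lower over all genes and 9 adjusted over the list alone, and MT-ND4 (-0.76), MT-ND1 (-0.70) and MT-CO2 (-0.90) foremost. Its median was -0.39 without ALDH_Low library 1, and MT-CO2 was no longer past the threshold in 4 of the fits that left out a library. Once a trend on GC content and transcript length was removed, the median of the mitochondrial encoded list was -0.36 (camera adjusted p 0.00910). The type I interferon list was lower, with a median of -0.64 over 19 genes (camera adjusted p 0.00352), 9 lower and 1 higher by either adjustment (all genes, and adjusted over the list alone), and IFI44 (-1.63), IFIT3 (-1.09) and IFIH1 (-1.33) foremost; its median was -0.38 without ALDH_Low library 1. The ABC efflux pumps had a median of -0.52 over 8 genes (camera adjusted p 0.00834), 4 lower by either adjustment (all genes, and adjusted over the list alone), with ABCG2 (-2.40), ABCC2 (-1.01) and ABCC3 (-1.12) foremost and 3 members above 0. The median of this list was -0.28 without a low-count filter. The medians of single libraries lay apart by group for each of these 5 lists, with an exact permutation p of 0.1, the smallest possible; the same held for the undifferentiated mesenchymal and hypoxia lists, which did not pass. With fry, 4 of these 5 lists passed and the mitochondrial encoded list did not (fry adjusted p 0.114). With the correlation between genes estimated from the data, 0 of the 18 lists passed, while 7 had an unadjusted camera p under 0.05 at the preset correlation.

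The other 13 lists did not pass at the preset correlation. Median log2 fold changes and camera adjusted p were -0.49 and 0.0826 for undifferentiated mesenchymal genes, -0.74 and 0.114 for immediate early and heat shock genes, 0.12 and 0.207 for cholesterol synthesis, -0.16 and 0.295 for retinoic acid targets, -0.12 and 0.295 for oxidative phosphorylation, -0.065 and 0.295 for NRF2 targets, and -0.25 and 0.295 for melanocytic pigment genes. They were -0.13 and 0.343 for hypoxia, -0.11 and 0.353 for amino acid and ER stress, 0.044 and 0.491 for acetyl-CoA supply, -0.0086 and 0.543 for glycolysis, -0.037 and 0.828 for S phase, and 0.0059 and 0.828 for the ALDH family. In fry, 3 of them passed: undifferentiated mesenchymal (adjusted p 0.0178), acetyl-CoA supply (0.00671) and hypoxia (0.0120). Among the fits that each left out 1 library, the immediate early and heat shock list passed without ALDH_High library 1 (median -1.25, camera adjusted p 4.86e-05) and without ALDH_Low library 2 (-0.85, camera adjusted p 0.00591), while its median was -0.37 without ALDH_Low library 1; over 15 alternatives its adjusted p reached 0.718. The undifferentiated mesenchymal list passed without ALDH_Low library 2 (-0.52, camera adjusted p 0.0246) and without ALDH_Low library 3 (-0.54, camera adjusted p 0.0179), with adjusted p from 0.0143 to 0.378 over 15 alternatives. The 0.0143 came from camera without a low-count filter. The undifferentiated mesenchymal list also passed once a trend on GC content and transcript length was removed (camera adjusted p 0.0123). Leaving out 1 library moved the medians of the other 11 lists by more than 1.5 times, and none of them passed in such a fit. The median for cholesterol synthesis was 0.054 without ALDH_Low library 3, and 0.22 without ALDH_Low library 1. For amino acid and ER stress it was -0.0081 without ALDH_Low library 2, and -0.21 without ALDH_Low library 1. For hypoxia it was -0.012 without ALDH_High library 3, and -0.21 without ALDH_Low library 2. For NRF2 targets it was -0.034 without ALDH_High library 2, and -0.21 without ALDH_Low library 1. For S phase it was -0.013 without ALDH_Low library 3, and -0.11 without ALDH_Low library 1. For retinoic acid targets it was -0.074 without ALDH_Low library 2, and -0.24 without ALDH_Low library 3. For glycolysis it was -0.051 without ALDH_High library 1, and 0.039 without ALDH_High library 3. For the ALDH family it was -0.021 without ALDH_High library 3, and 0.082 without ALDH_High library 2. In 1 direction only, it moved to 0.11 for acetyl-CoA supply without ALDH_High library 1, to -0.10 for melanocytic pigment without ALDH_High library 2, and to -0.040 for oxidative phosphorylation without ALDH_High library 3. The glycolysis, acetyl-CoA supply and ALDH family medians changed sign under another scaling of the libraries.

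**Figure D3:**
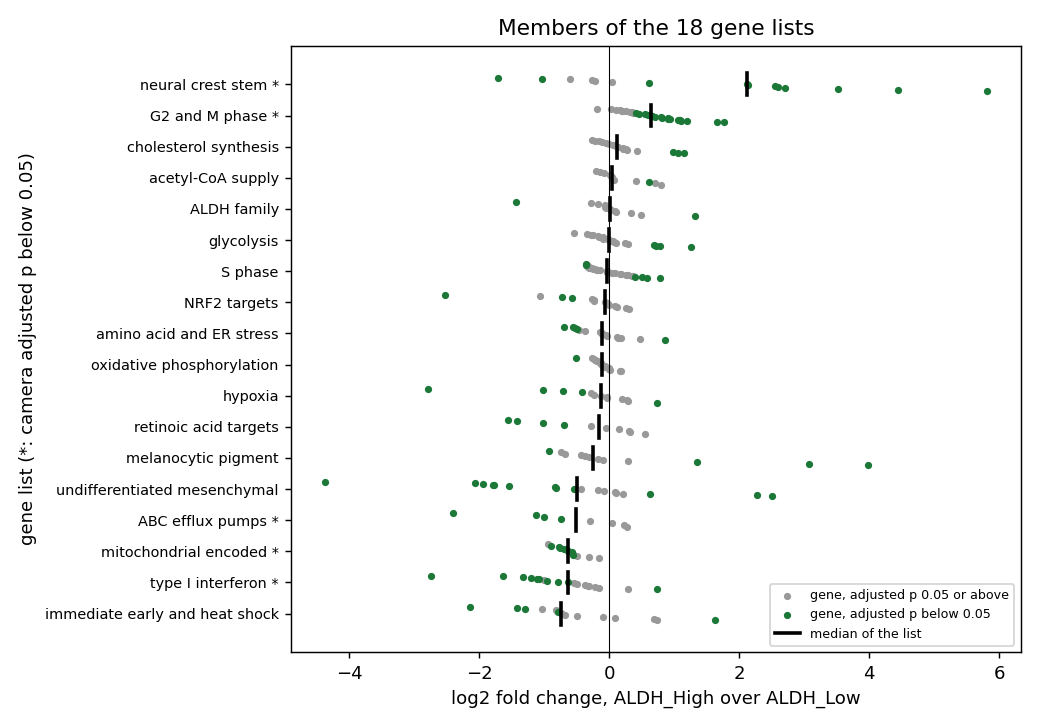
Log2 fold change of ALDH_High over ALDH_Low for each tested member of the 18 gene lists (points, green where the gene's adjusted p is below 0.05), with the median of the list as a bar. Asterisks mark the 5 lists with a camera adjusted p below 0.05 at the preset correlation.

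A comparison by chromosome was not among those fixed in advance and was made after the values were seen. Among 10521 protein-coding genes with a mean of at least 5 CPM, the median log2 fold change was 0.37 on chromosome 13 (177 genes, 91.5% of them higher in ALDH_High), 0.28 on chromosome 20 (290 genes, 86.9% higher) and -0.22 on chromosome 18 (155 genes, 69.0% lower). Within chromosome 18 the first 20 Mb went the other way, with a median of 0.18 over 42 genes. On the other 20 chromosomes it lay between -0.035 and 0.11. Chromosome 15, which carries ALDH1A3, had a median of 0.011.

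**Figure D4:**
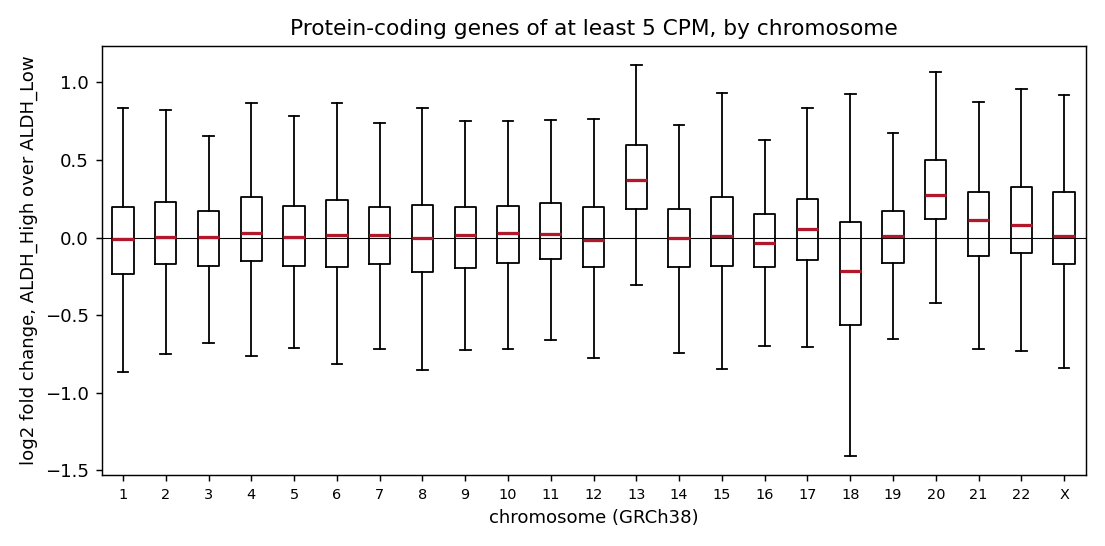
Log2 fold change of ALDH_High over ALDH_Low for protein-coding genes of at least 5 CPM, by chromosome: red line, median; box, quartiles; whiskers, up to 1.5 times the box length. Chromosomes 13 (0.37), 20 (0.28) and 18 (-0.22) have the medians farthest from 0.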

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

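ALDH1A3 was higher and past the threshold in all 15 alternatives, with log2 fold changes from 1.20 to 1.54 and adjusted p up to 0.0364. The number of genes past the threshold lay between 1930 and 4466 over 18 alternatives. The 4466 came without a low-count filter, a fit whose p-values are not on a par with the other edgeR fits. The number fell by more than 1.5 times with an absolute log2 fold change of at least 1 (1958, 1004 higher and 954 lower), an adjusted p below 0.01 (1930, 1060 and 870), and limma on log2(TPM + 1) without a TPM filter (2006, 1155 and 851). The lower genes alone fell to 1047 and 1051 in limma on TPM with pseudocounts 1 and 0.1. The first pair are stricter thresholds by construction; for limma the cause was not tested. Across the 6 fits that each left out a library there were from 2488 to 4221 genes, 1306 to 2172 higher and 1073 to 2049 lower; the lowest count of lower genes came without ALDH_High library 2, and each highest count without ALDH_High library 1. DESeq2 gave 3823 genes and left 13631 without an adjusted p, 0 of them among the 3513. Outside chromosomes 13, 18 and 20, an alternative chosen after seeing the data, 3179 of the 3513 genes were left, by leaving genes out of the count and without a new fit. Upper-quartile scaling gave 46.0% higher genes among the calls against 52.3%, and shifted the median of all genes to -0.062.

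The replicate number as a block gave 3748 genes, 1947 higher and 1801 lower, of which 3330 were shared with the 3513. Libraries of equal number deviated from their group means with correlations of 0.15, 0.08 and 0.11. For libraries of unequal number from different groups these correlations lay lower, from -0.10 to 0.023. The values are small, but they leave open that equal numbers mark pairs. The main test left the number out as fixed in advance, because the labels do not say that equal numbers mark the same sort. Under the block, the undifferentiated mesenchymal list (median -0.48, adjusted p 0.0214) and the immediate early and heat shock list (-0.80, 0.000458) passed.

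All 5 lists past the threshold missed it with an estimated correlation: neural crest stem (median 2.11), ABC efflux pumps (-0.52), G2 and M phase (0.64) and type I interferon (-0.64), each at adjusted p 0.378, and mitochondrial encoded (-0.63, 0.712). In fry, mitochondrial encoded (-0.63) missed it, while undifferentiated mesenchymal (-0.49), acetyl-CoA supply (0.044) and hypoxia (-0.13) passed. On log2(TPM + 1), ABC efflux pumps missed it (-0.34, adjusted p 0.0657), and glycolysis (0.038), S phase (0.0096) and NRF2 targets (0.00048) changed sign. Without a low-count filter, undifferentiated mesenchymal (-0.48), immediate early and heat shock (-0.72) and cholesterol synthesis (0.13) passed, and glycolysis changed sign (0.0032). That setting gave G2 and M phase a camera adjusted p of 3.42e-22 against 7.63e-12 in the main fit. Its passes therefore carry little weight. Glycolysis also changed sign with DESeq2 size factors (2.68e-05), as did ALDH family (-0.043) and acetyl-CoA supply (-0.0040) under upper-quartile factors. The cause of these changes was not tested; the medians that changed sign were all close to 0. Across the fits that left out a library, medians ran from -0.58 to -0.36 for undifferentiated mesenchymal, -1.25 to -0.37 for immediate early and heat shock, -0.051 to 0.039 for glycolysis and -0.021 to 0.082 for ALDH family, each with at least 1 changed call or sign. The 5 lists past the threshold stayed past it in all 6 such fits.

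Among single genes, the sign changed for ALDH5A1 (-0.023) and ALDH9A1 (-0.043) under upper-quartile factors and for ALDH7A1 in limma on TPM (0.0029 in each of 3 settings). Across the fits that left out a library it changed for ALDH1L2 (-0.34 to 0.13), ALDH16A1 (-0.20 to 0.033), ALDH5A1 (-0.098 to 0.16) and ALDH9A1 (-0.024 to 0.079). MT-CO2 missed the threshold in 7 of 15 alternatives, IFIH1 in 3, and MITF, MT-ND4, MT-ND1 and ABCC3 in 1 each.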

Other observations

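The splits of the libraries, the trends on GC content and transcript length, and the comparison of expression classes by chromosome were set before their results were seen. The other tests were chosen only after the result was seen, and the test on white blood cell markers was changed from PTPRC alone to the median of 12 markers after its first outcome. All patterns here were noticed in the same data they were tested on.

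Of the 10 splits of the 6 libraries into 3 against 3, 1, the real one, gave as many as 3513 genes with an adjusted p under 0.05, and likewise 1 of 10 for the 1838 higher and 1 of 10 for the 1675 lower genes; the other 9 splits gave at most 1 gene. A share of 1 in 10 is the smallest this design allows, so the share itself decides nothing. In each of the other 9 splits, a side held 2 libraries of a group and 1 of the other. Such splits keep part of the real contrast, and the group differences also widen the spread within their sides. Their gene counts therefore do not measure what chance alone would give. The gene lists behaved differently. A camera p as small as the real one came from 1 of 10 splits for the G2 and M phase, neural crest stem and ABC efflux pump lists, from 2 for type I interferon and from 6 for the mitochondrial encoded list. For G2 and M phase the smallest p of another split was 2.24e-12, against 4.24e-13 for the real one, and 8 of the 9 others were under 0.05. Small p-values in these splits can come from the part of a real shift that they keep. They therefore cannot tell a real shift from optimism of camera at the preset correlation. For the mitochondrial encoded and type I interferon lists, 6 of the 9 others were under 0.05 for each. The smallest camera p of another split was below the real one for both (6.38e-12 against 0.000538, and 0.000400 against 0.000782). For neural crest stem 4 of the others were under 0.05, and for ABC efflux pumps 1. With the estimated correlation 0 lists passed (adjusted p 0.378 for G2 and M phase). The medians per library were apart for G2 and M phase, at 0.26, 0.26 and 0.45 for ALDH_High and -0.44, -0.29 and -0.19 for ALDH_Low, with an exact permutation p of 0.1, the smallest possible.

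Genes of chromosomes 13 and 20 were higher in ALDH_High as a whole, and those of chromosome 18 beyond 20 Mb were lower (113 genes, median -0.40, 85.8% of them lower). The bound of 20 Mb was chosen after the profile along the chromosome was seen. The 3 regions' medians per library separate the groups (exact permutation p 0.1 for each, the smallest possible), but those of chromosomes 6, 7, 9, 15, 21 and X do too, with medians from 0.011 to 0.11. GC content, transcript length and expression level do not account for the shifts, since at least 76.4% of each median was left after a trend on these was removed (0.31, 0.21 and -0.47). A few strongly changed genes do not either, since at least 85.8% of the genes in each region moved with its median. Of 10000 random gene sets matched on expression, 0 were as extreme for any of the 3 regions. That comparison treats genes as independent, and 9 of the 23 chromosomes pass it after adjustment. Of 154 windows of 20 Mb, 1, on chromosome 18 from 40 to 60 Mb (median -0.56), lay beyond the largest absolute median of 200 random gene orders, 0.45. That bound was shared by windows of very unequal size, such as 11 and 333 genes. Medians of few genes vary most and can set it, so it cannot decide on windows of many genes. The share of genes higher was 85% to 90.2% in the windows of chromosome 20 and 85% to 94.5% in those of chromosome 13. The window of chromosome X from 20 to 40 Mb had a median of 0.34 over 24 genes, above that of chromosome 20, and the first 20 Mb of chromosome 18 had 0.18 with 76.2% of 42 genes higher, opposite to the rest of that chromosome. No single library carries the shifts: over the 6 fits that each left out a library, the smallest absolute median was 0.26. A copy number difference between the sorted populations, such as a subclone more frequent in one tail of the sort, is a candidate explanation. It predicts alike shifts at all expression levels, and among classes of low, middle and high expression the smallest median was 75.8% of its region's median. Regional regulation of transcription without a change in copy number was not tested, and DNA was not analysed here. In the authors' deposited table, the chromosome 13 median coefficient against the group 1A3 is 0.56 for the high and 0.09 for the low group, and that of chromosome 20 is 0.031 and -0.30. That of chromosome 18 beyond 20 Mb is 0.24 for the high and 0.58 for the low group. The difference of these coefficients between the groups deviated by a median of 0.020 from the edgeR log2 fold change over 16887 genes, so they are not independent evidence. Of the genes in the 3 regions 39.7% passed an adjusted p of 0.05, against 19.1% of the genes elsewhere.

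The G2 and M phase list was higher while the S phase list had a median of -0.037, with 12 of 30 S phase members above 0. Extra copies of chromosome 20, where UBE2C lies, do not account for it: without its 4 genes on chromosomes 13, 18 and 20 the list had a camera adjusted p of 7.89e-09. A trend on GC content and transcript length does not either (adjusted p 3.26e-12 after its removal). Both p-values use the preset correlation, and with an estimated correlation the list did not pass (camera adjusted p 0.378). Whether the population as a whole proliferates faster cannot be told apart, because the S phase members went both ways (4 higher and 2 lower past the threshold) and their median of -0.037 decides nothing. That Aldefluor fluorescence may favour larger cells late in the cycle was not tested.

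All 11 genes of an MHC class II list written after their values were seen were higher in ALDH_High (median log2 fold change 3.09, with CIITA 2.68, CD74 2.75 and HLA-DRA 3.54). Some HLA class II genes have close paralogs or are polymorphic, so how reads were assigned to those is uncertain, which does not apply to CIITA or CD74. A response to interferon gamma does not account for it, since other targets fell. The list of these targets was also written after most of its values had been seen: 12 genes were first kept, with a median of -0.47, and adding back 5 that had been left off gave a median of -0.41 over the 13 of 17 that could be tested, with 5 lower and 1 (GBP2) higher in either version. White blood cells in the sample do not account for it: the median over 12 markers was 0.204 CPM in ALDH_High, with CORO1A (13.1 CPM, log2 fold change -0.074) the most abundant and LYZ (3.80 CPM) the 1 that rose past the threshold, against 2250 CPM for CD74. PTPRC had 0.0714 CPM. These CPM values are without TMM scaling. More copies of chromosome 6 would have raised its other genes, and the chromosome's median was 0.016. A change of transcriptional state that includes CIITA may be involved, as a hypothesis not tested further.

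ALDH1A3 had 683 CPM in ALDH_High library 1, 0.611 times the mean of the other ALDH_High libraries. Low-sorted cells mixed into library 1 do not account for it. A share of 59.7% would be needed for ALDH1A3, and over 177 genes more than 4-fold higher in a fit without library 1 such a mixture would give a median difference from libraries 2 and 3 of -1.02 on the log2 scale, where 0.18 was found. Shorter transcripts recovered in library 1 cannot be told apart: deviations of library 1 fell with transcript length over 11473 genes (Spearman -0.28 across genes, which are not independent replicates), and 3.4% of the 1000 genes nearest in length deviated further down than ALDH1A3, which is inside the middle 95% of them.

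The ABC efflux pumps were lower in ALDH_High as a list, ABCG2 most (log2 fold change -2.40, 5.01 against 26.5 CPM). Of the 8 tested, 4 were lower past the threshold. The most abundant, ABCC1, missed it (70.2 against 86.1 CPM, edgeR adjusted p 0.115), and 3 members lay above 0. Such pumps can carry the fluorescent Aldefluor product out of cells. If they were active during staining, sorting may have selected cells with low efflux as well as cells with high ALDH activity. Expression alone cannot tell a sort on efflux from a change of cell state: both lower ABCG2 (-2.40), and the 2 are confounded with the groups.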
